A study of Mus musculus with 4 samples.

How the data were processed

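Poly(A) or ribosomal selection is not named in the labels, which state total RNA extracted with Trizol and libraries made by standard Illumina protocols. Each library came from a primary neuron culture grown in Neurobasal medium with B27 supplement, prepared from neocortex of CD-1 mice at embryonic day 13. The labels place 2 libraries in the control shRNA group and 2 in the DcpS shRNA group. In each group the titles number the libraries 1 and 2 after the word set, and these are called replicate numbers below. A set may be a preparation shared by a control and a DcpS shRNA culture, which the labels do not state. The aligner, the counting tool, the genome build, the annotation and the use of strand are not given in the sources used here.

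The deposited table holds 32681 genes by symbol, with 1 column per library and no pooling of libraries. Its values are a signal that was scaled by the authors: every deposited value was a whole multiple of the smallest positive value of its column. Dividing by that step gave whole reads for 100% of values in each library, within a tolerance of 0.001. The factors implied by the steps, 1.05 and 0.975 for the controls and 1.10 and 0.895 for the DcpS shRNA libraries, equalled the median-of-ratios size factors computed from the recovered reads. These values are called normalised read counts below. Median-of-ratios scaling assumes that most genes do not change, so a shift of all transcripts together would not be seen. How reads that fit several genes were counted is not given, so values of genes with near-identical copies, such as ribosomal proteins, histones, globins and mitochondrial genes with nuclear copies, are uncertain. Reads of overlapping and antisense genes cannot be told apart where strand was not used.

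The recovered reads summed to 20868871 and 19310652 in control 1 and 2, and to 21793685 and 17754768 in DcpS shRNA 1 and 2. A count of 0 allows up to 3 reads, which is 0.138 to 0.169 CPM at these depths (reads scaled to a common library total). This limit covers counting error only.

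The test fixed before the data were examined was a count model, edgeR's quasi-likelihood test. Because the deposited values are not raw counts, the main test was limma on log2(normalised read count + 1), with an intensity trend and robust empirical Bayes, group as the only term, and a two-sided Benjamini-Hochberg adjusted p under 0.05. Fold changes are therefore on the log2(value + 1) scale, which understates the change of low genes. The pseudocount of 1 and the limma settings were settled after a first look at the data, in which other pseudocounts and minimum means were tried. The gene filter (edgeR's filterByExpr on the recovered reads, with its minimum count of 10), the gene lists and the rule for named genes were fixed before the data were examined. The filter left 18110 genes. With 2 samples against 2, an exact two-sided permutation test of a single gene cannot give a p below 0.333, so gene-wise p-values rest on limma's spread pooled across genes.

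The script was tested on simulated reads for the comparison of DcpS shRNA with control shRNA, drawn for 18110 genes with 200 of them changed. It recovered 62% of genes changed by 1.3-fold, 64% at 1.5-fold, 82% at 2-fold and 96% at 4-fold, and 15 of its 167 calls (8.98%) were false. Of 1000 random gene lists, 0.2% passed an unadjusted p of 0.05 in the list test. The simulated genes varied independently, so this share does not measure false calls of lists whose genes vary together. In these data the estimated correlation ran from −0.115 for the choroid plexus list to 0.916 for mitochondrially encoded genes.

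Gene lists were tested with limma's camera at its preset correlation of 0.01, adjusted over 38 lists, and again with an estimated correlation and with fry. The fit leaves 2 residual degrees of freedom, so the test with an estimated correlation has little power, whatever that correlation is. The lists covered decapping and 5′-3′ decay, 3′-5′ decay, deadenylation, nonsense-mediated decay, cap binding and translation initiation, the SMN complex and Sm core, and the microRNA machinery. They also covered upper-layer and deep-layer projection neurons, radial glia, intermediate progenitors, cell cycle, neuronal cytoskeleton, axon guidance, synaptic vesicle and active zone, postsynaptic receptors, and voltage-gated ion channels. Markers of other cells were listed for GABAergic interneurons, Cajal-Retzius cells, astrocytes, the oligodendrocyte lineage, microglia and macrophages, endothelial and mural cells, meningeal fibroblasts and extracellular matrix, choroid plexus and ependyma, and red blood cells. The remaining lists were interferon response, p53 targets and apoptosis, integrated stress and unfolded protein response, heat shock, immediate early genes, cholesterol synthesis, glycolysis and hypoxia, nuclear oxidative phosphorylation genes, mitochondrially encoded genes, ribosomal proteins, replication-dependent histones, and Wnt and Notch targets. Named genes were Dcps, the 10 with the largest log2 fold change in each direction and up to 4 members of each list. The first kind had to pass the adjusted p, average at least 5 CPM, have both libraries of one group above both of the other, and carry a gene name, not that of a predicted model. List members had to pass the adjusted p, in order of p. Where fewer than 2 members passed, up to 2 members of highest mean could be given as values. Some genes that met the rule are not reported here.

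Gene positions and 3′ untranslated regions (3′ UTRs) were taken from GENCODE M21 on GRCm38, which matched 31655 of the table's symbols. The 3′ UTRs of 12677 genes, at least 50 bases long and with a mean of at least 1 CPM, were scanned for 15835 words of 7 bases, each present in at least 100 genes. Dcps itself was left out of the scan. Log2 fold changes, limited to 1.5 in either direction, were adjusted for UTR length, UTR GC content and mean expression, and the genes with a word were compared with the rest by a z value, set beside 100 permutations of the genes.

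Alternatives were upper-quartile, library-total and TMM scaling, no expression filter, at least 1 CPM in 2 libraries, pseudocounts of 0.5 and 5, a replicate block, leaving out each library, a minimum of 1.5-fold, edgeR, limma-voom and DESeq2 on the recovered reads, removal of genes with a seed word, and removal of the GC and length trend. Unblocked edgeR, the test fixed beforehand, became an alternative once the unit of the values was known. TMM scaling in limma, both pseudocounts and both removals were chosen after seeing the data. Unblocked edgeR called 1077 genes. Work was done in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.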

Results

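RNA sequencing was carried out on 4 primary neuron cultures from the neocortex of mouse embryos of the outbred CD-1 strain at embryonic day 13. Of these, 2 were transfected with a control short hairpin RNA (shRNA) and 2 with an shRNA against DcpS, the scavenger enzyme that hydrolyses the cap left on short fragments after mRNA decay from the 3′ end. Control libraries 1 and 2 held 20868871 and 19310652 recovered reads, and DcpS shRNA libraries 1 and 2 held 21793685 and 17754768. Reads were seen for 27650 and 27467 genes in the controls and for 27635 and 26847 genes with DcpS shRNA. Mitochondrial genes took 2.56% and 2.58% of reads in the controls and 2.44% and 2.71% with DcpS shRNA, and the 10 most abundant genes 3.80% to 4.13% in the 4 libraries. Libraries of the same group differed by more than sampling noise, with a chi-square per degree of freedom of 2.04 between the controls and 3.73 between the DcpS shRNA libraries, so none was treated as a library deposited more than once. Nothing in the labels says that the cultures came from separate litters, so p-values measure only the spread between these samples, which may be technical.

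The comparison asked which transcripts change in neurons when DcpS is depleted. Dcps (chromosome 9, 35124408 to 35176061, minus strand, GRCm38, GENCODE M21) was lower in both DcpS shRNA libraries. Its normalised read count was 499.8 and 506.6 in the controls and 114.5 and 119.6 with DcpS shRNA, and the mean fell from 503 ± 4.83 to 117 ± 3.60 (SD, n = 2 per group). The remaining level was 23.3% ± 0.716 of the control mean (SD, n = 2). Its log2 fold change was −2.10 (SE 0.11), the smallest p of any gene tested (limma, Benjamini-Hochberg adjusted p 1.52e-08).

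**Figure D1:**
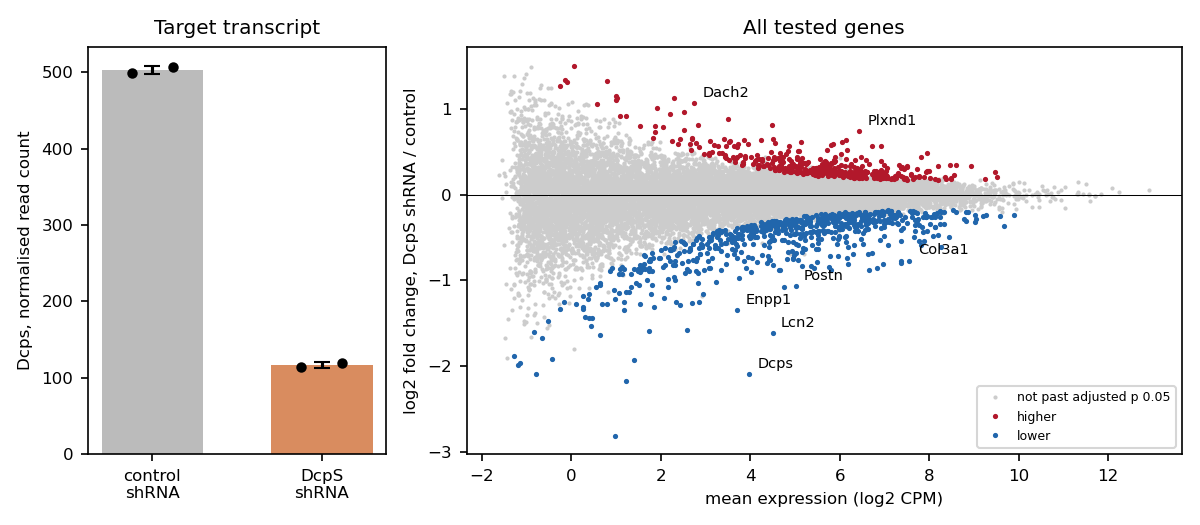
Left, Dcps normalised read count per library (points), group mean (bars) and SD (error bars, n = 2 per group), on an axis from 0. Right, log2 fold change of DcpS shRNA over control against mean expression in log2 CPM for 18110 genes. Red and blue points are the 387 genes called higher and the 661 called lower, and labels mark 7 named genes.

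With DcpS shRNA the cultures held less RNA of several collagens and other matrix genes. Among called genes with a mean of at least 5 CPM, the largest falls after Dcps were in Lcn2, a secreted iron-carrier protein (log2 fold change −1.62, SE 0.12), and Wfdc2, a secreted protein with protease-inhibitor domains (−1.57, SE 0.16). Enpp1, an ectonucleotide pyrophosphatase, fell by 1.34 (SE 0.12) and the gelatinase Mmp9 by 1.29 (SE 0.19) on the log2 scale. At the same minimum of 5 CPM the largest rise was in Dach2, a transcriptional cofactor of the dachshund family (1.07, SE 0.17), followed by the matricellular protein Ccn3 (0.97, SE 0.15) and the adhesion molecule Mcam (0.88, SE 0.12). Plxnd1, a semaphorin receptor with a higher read count than these, rose by 0.75 (SE 0.06).

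The other genes among the 10 largest falls at that minimum were the collagen-binding integrin Itga1 (−1.26), the tight-junction gene Cldn11 (−1.25), Lgals3bp (−1.25), the thrombospondin Thbs2 (−1.16) and the fibrillin Fbn1 (−1.08). The other large rises were in the G-protein regulator Rgs8 (0.82), the irisin precursor Fndc5 (0.76), the neurogenic transcription factor Neurod4 (0.67), the potassium-channel subunit Lrrc55 (0.66), the heparan sulfate sulfotransferase Hs3st2 (0.66) and the creatine-synthesis enzyme Gamt (0.66). Adjusted p-values of these 20 genes with Dcps ran up to 0.0233, that of Fbn1 (limma, Benjamini-Hochberg). Enpp1, Itga1 and Lgals3bp carry in their annotated 3′ UTR the 7-base word ACGTGCA or CACGTGC, both also present in the Dcps transcript and called the seed words below. The call of Fbn1 ended without an expression filter, that of Neurod4 without control 2 (limma, Benjamini-Hochberg adjusted p 0.0985) and that of Gamt without DcpS shRNA 2 (0.0669). The call of Fbn1 also ended with the replicate block, in limma and in edgeR. DESeq2 did not call Fndc5, Neurod4 or Gamt.

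**Figure D2:**
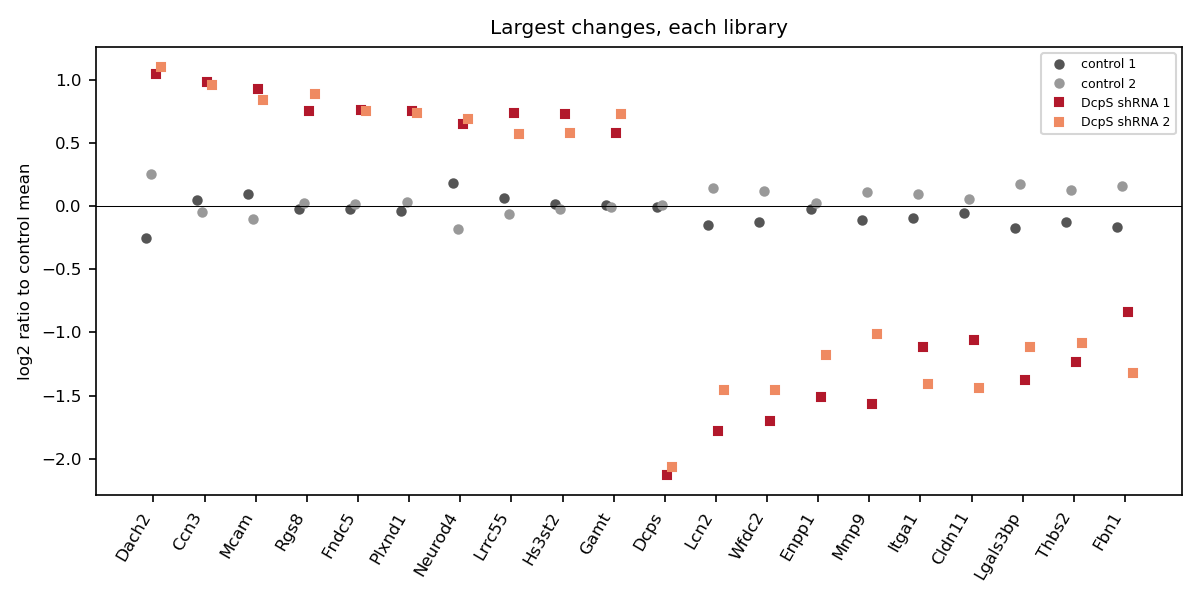
Log2 ratio of each library's normalised read count (plus 1) to the control mean for the 10 called genes with the largest rise and the 10 with the largest fall among those with a mean of at least 5 CPM. Circles are controls 1 and 2 and squares DcpS shRNA 1 and 2; for each gene both squares lie on the same side of both circles.

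Of 18110 genes tested, 1048 changed, 387 higher and 661 lower (63.1%) with DcpS shRNA (limma, Benjamini-Hochberg adjusted p under 0.05). Most changes were small: the median size among called genes was 0.37 on the log2 scale, 250 genes changed by at least 1.5-fold (47 higher, 203 lower) and 72 by at least 2-fold (12 higher, 60 lower). Without DcpS shRNA 1 the count was 1745, and with DESeq2 it was 415. A seed word was present in the 3′ UTR of 31.9% of the called lower genes that were scanned and of 7.60% of all scanned genes. With the 1006 tested genes that have a seed word left out, 402 were lower and 316 higher, and 718 of the 821 called genes that remained were still called.

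Fibroblast and matrix genes held the most lower calls for their number among the 38 lists. Of 19 tested members of the meningeal fibroblast and extracellular matrix list, 11 were lower and 0 higher over all genes tested, and 14 were lower adjusted over the list alone. The fibrillar collagens Col1a1 (−0.87, SE 0.06), Col1a2 (−0.85, SE 0.07) and Col3a1 (−0.77, SE 0.06) and the matricellular protein Postn (−1.07, SE 0.08) led the list, with a mean of 100 CPM for Col1a1 and 188 CPM for Col3a1. The list's median was −0.61 (camera, Benjamini-Hochberg adjusted p 5.87e-20), with an unadjusted p of 0.0183 at an estimated correlation. Adjusted over the lists that p was 0.690, so the call was lost there, as it was for each of the 10 lists past camera, with the same adjusted p. Among endothelial and mural markers, 3 of 14 were lower, 6 adjusted over the list alone: the pericyte receptor Pdgfrb (−0.72, SE 0.09), smooth-muscle actin Acta2 (−1.93, SE 0.23), whose 3′ UTR has both seed words, and the VEGF receptor Kdr (−0.74, SE 0.18). The call of Kdr ended without control 2 (limma, Benjamini-Hochberg adjusted p 0.251) and with DESeq2. The list passed camera (Benjamini-Hochberg adjusted p 0.0106), with unadjusted p 0.0812 at an estimated correlation.

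Astrocyte and interferon-response lists also passed camera in the lower direction, as the fibroblast list did, although 9 of 18 and 23 of 25 members were not called. Of 18 astrocyte genes 7 were lower and 2 higher, and 9 and 3 adjusted over the list alone. The gap-junction gene Gja1 (−0.67, SE 0.08), which has a seed word, the bicarbonate transporter Slc4a4 (−0.53, SE 0.09) and Sparcl1 (−0.45, SE 0.06) fell. The list passed camera (Benjamini-Hochberg adjusted p 0.00126), with unadjusted p 0.0553 at an estimated correlation. Of 25 interferon-response genes, 2 were lower, Cxcl10 (−0.90, SE 0.22) and Bst2 (−0.84, SE 0.19), and 7 adjusted over the list alone. That list passed camera (Benjamini-Hochberg adjusted p 0.000552), with unadjusted p 0.298 at an estimated correlation. Without control 2 the calls ended for Cxcl10 (limma, Benjamini-Hochberg adjusted p 0.178), Bst2 (0.140) and the interferon list (camera, 0.0866), and the list's call also ended without DcpS shRNA 1 (0.0814). DESeq2 called 0 of the interferon genes, where limma had 8 at an unadjusted p under 0.05 and edgeR called 2.

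Other non-neuronal markers gave few calls, and none of their lists passed camera in the main setting. In the choroid plexus and ependyma list, the thyroxine carrier Ttr fell (−0.38, SE 0.06) and so did the water channel Aqp1 (−0.71, SE 0.20), 2 of 8 genes, with 4 lower and 2 higher adjusted over the list alone. In the oligodendrocyte lineage list of 10 genes, Pdgfra, also on the fibroblast list, was lower (−0.63, SE 0.14) and the myelin gene Mbp higher (0.47, SE 0.12), the same count adjusted over the list alone. Among 17 microglia and macrophage genes the lysosomal gene Laptm5 was higher (0.73, SE 0.19), also 1 adjusted over the list alone, and among 7 red blood cell genes 0 were called, 0 adjusted over the list alone. Calls ended for Aqp1 without control 2 (limma, Benjamini-Hochberg adjusted p 0.279) or DcpS shRNA 1 (0.145), for Mbp without control 1 (0.177) or DcpS shRNA 2 (0.0618), and for Laptm5 without control 1 (0.191) or DcpS shRNA 1 (0.101). DESeq2 called none of Aqp1, Pdgfra, Mbp and Laptm5, and the call of Aqp1 also ended with TMM or library-total scaling and with the seed-word genes left out.

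Intermediate progenitors are the dividing precursors of cortical neurons. Of 20 genes on their list 6 were higher, 1 was lower and 13 did not pass, and 8 and 1 adjusted over the list alone. The antiproliferative gene Btg2 (0.40, SE 0.06), Rhbdl3 (0.38, SE 0.07) and Mfap4 (0.37, SE 0.07) were higher with Neurod4, and the transcription factor Sox4 was lower (−0.23, SE 0.05). The call of Sox4 ended without control 1 (limma, Benjamini-Hochberg adjusted p 0.360) or control 2 (0.0967). The list passed camera (Benjamini-Hochberg adjusted p 0.000552), with unadjusted p 0.288 at an estimated correlation. Of 22 radial glia genes 3 were higher and 1 lower, and 4 and 3 adjusted over the list alone, without passing camera in the main setting. The transcription factor Gli3 (0.39, SE 0.07) and the intermediate filament gene Nes (0.27, SE 0.06) were higher, and the outer radial glia marker Hopx was lower (−0.50, SE 0.10). Dbi was also higher (0.19, SE 0.05), a call that ended without control 1 (limma, Benjamini-Hochberg adjusted p 0.279), control 2 (0.173) or DcpS shRNA 2 (0.0812). DESeq2 called neither Hopx nor Dbi, and the call of Dbi also ended with the GC and length trend removed and with the seed-word genes left out.

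Of 23 cholesterol synthesis genes 6 were higher, 1 was lower and 16 did not pass, and the called genes were 9 and 1 adjusted over the list alone. Idi1, an isoprenoid isomerase (0.32, SE 0.05), the lanosterol demethylase Cyp51 (0.30, SE 0.05) and the synthase Hmgcs1 (0.26, SE 0.05) were higher. The sterol carrier Stard4, with a seed word, was lower (−0.39, SE 0.06). The list passed camera (Benjamini-Hochberg adjusted p 7.50e-06), with unadjusted p 0.199 at an estimated correlation. Calls ended for Cyp51 without control 1 (limma, Benjamini-Hochberg adjusted p 0.0614) and for Hmgcs1 without control 1 (0.151) or control 2 (0.0502). Nuclear oxidative phosphorylation genes had a median of 0.05, with 1 of 37 called, the ATP synthase subunit Atp5o (0.21, SE 0.06), and 0 adjusted over the list alone. Cell cycle genes had a median of 0.04, with 1 of 34 called, the helicase subunit Mcm3 (0.20, SE 0.05), and 0 adjusted over the list alone. Both lists passed camera (Benjamini-Hochberg adjusted p 0.00332 and 0.0218), with unadjusted p 0.414 and 0.356 at an estimated correlation. The first ended without control 2 (0.117) or DcpS shRNA 2 (0.279), and the second without control 2 (camera, Benjamini-Hochberg adjusted p 0.316) or DcpS shRNA 1 (0.314). The call of Mcm3 ended without control 1 (limma, Benjamini-Hochberg adjusted p 0.0951) or control 2 (0.356), and that of Atp5o without control 1 (0.187), control 2 (0.158) or DcpS shRNA 2 (0.140). DESeq2 called neither gene, and the call of Atp5o also ended with the GC and length trend removed and with the seed-word genes left out.

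Of 39 axon guidance genes 6 were lower and 1 higher, the same count adjusted over the list alone, and none of the 6 has a seed word. The Slit receptors Robo2 (−0.35, SE 0.05) and Robo1 (−0.26, SE 0.05) and the semaphorin co-receptor Nrp1 (−0.30, SE 0.06) fell, and the ephrin receptor Epha5 was higher (0.23, SE 0.05). Of 20 upper-layer genes 3 were lower and 1 higher, and 6 and 2 adjusted over the list alone. The netrin receptor Unc5d (−0.43, SE 0.06), the activin subunit Inhba (−0.39, SE 0.09) and the transcription factor Pou3f2, with a seed word (−0.25, SE 0.06), were lower, and Plxnd1 was higher. The lists passed camera (Benjamini-Hochberg adjusted p 0.0281 and 0.0386), with unadjusted p 0.418 and 0.107 at an estimated correlation. The axon guidance call ended without control 1 (camera, Benjamini-Hochberg adjusted p 0.138) or DcpS shRNA 2 (0.493). The upper-layer call ended without control 1 (camera, Benjamini-Hochberg adjusted p 0.247), control 2 (0.212), DcpS shRNA 2 (0.0614) or the seed-word genes (0.112). Calls of genes ended for Robo1 without control 1 (limma, Benjamini-Hochberg adjusted p 0.0669), Epha5 without control 1 (0.0540) or control 2 (0.256), Pou3f2 without control 1 (0.200) and Inhba without control 2 (0.0848). DESeq2 called neither Inhba nor Pou3f2, and the call of Pou3f2 also ended with the GC and length trend removed. The replicate block also ended the call of the upper-layer list (camera, Benjamini-Hochberg adjusted p 0.103).

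**Figure D3:**
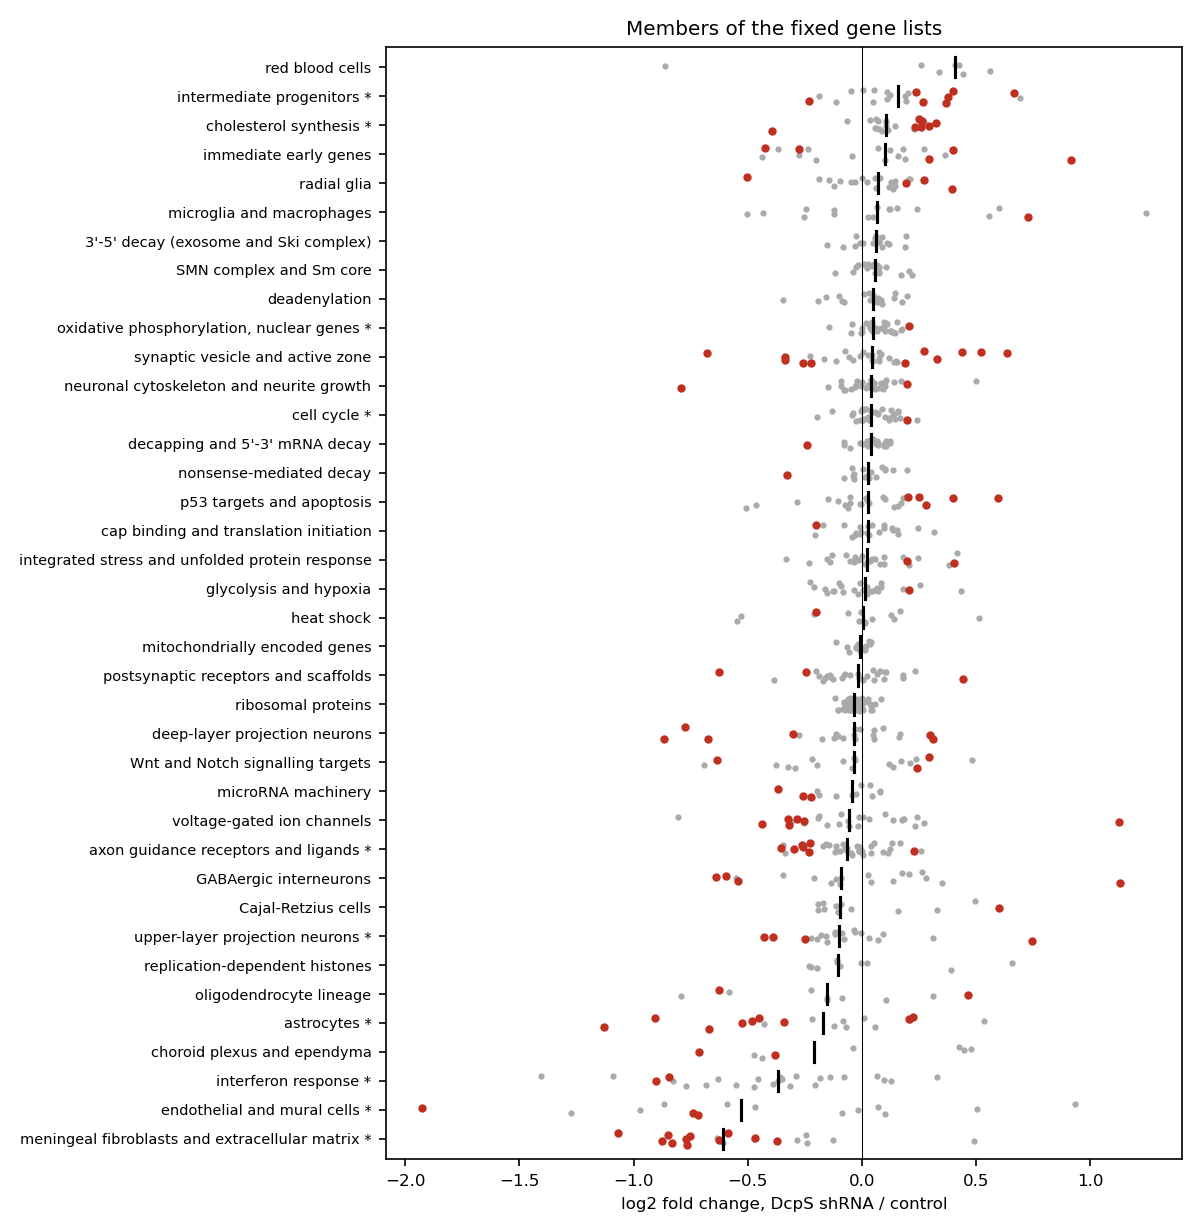
Log2 fold change of DcpS shRNA over control for each tested member (points) of 38 gene lists fixed before the data were examined. Red points passed an adjusted p of 0.05 over all genes, black bars are list medians, and asterisks mark the 10 lists past camera at its preset correlation; the fibroblast list has the lowest median, −0.61.

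None of the 10 list calls held after adjustment with an estimated correlation (0 of 38 lists by camera, 1 at an unadjusted p under 0.05) or with fry (0 of 38, 9 at an unadjusted p under 0.05). The fit had 2 residual degrees of freedom, and p rose even where the estimated correlation lay below the preset 0.01. For astrocytes, at −0.03, the unadjusted camera p rose from 0.000166 to 0.0553. The loss of calls therefore cannot be put down to correlation within the lists. The remaining 28 lists did not pass camera in the main setting, and 10 of them did in at least 1 other setting. Without DcpS shRNA 1 these were the microRNA machinery (camera, Benjamini-Hochberg adjusted p 0.000213, median −0.12 in place of −0.04), voltage-gated channels (0.0382), p53 targets (0.0128), integrated stress (0.0115), red blood cells (0.0128), glycolysis (4.80e-06) and, turned up, mitochondrially encoded genes (0.000178). Without DcpS shRNA 2 radial glia passed (camera, Benjamini-Hochberg adjusted p 0.0236), as did, in the lower direction, ribosomal proteins (1.03e-08), mitochondrially encoded genes (9.21e-06) and glycolysis (0.0037). Without control 1 red blood cells passed (camera, Benjamini-Hochberg adjusted p 4.86e-06, median 0.94 in place of 0.41), and without control 2 p53 targets (0.0398) and glycolysis (0.0173). Without an expression filter the SMN list (camera, Benjamini-Hochberg adjusted p 0.0432), the microRNA machinery (0.0359) and p53 targets (0.0395) passed.

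Synaptic genes were called in both directions. Of 31 synaptic vesicle and active zone genes 6 were higher and 5 lower, and 9 and 6 adjusted over the list alone. The vesicle protein synaptophysin, Syp (0.63, SE 0.06), the vesicular glutamate transporter Slc17a7 (0.52, SE 0.06) and the active zone scaffold Erc2 (0.44, SE 0.06) rose, and neurexin 2, Nrxn2, fell (−0.68, SE 0.06). Of the 5 lower members, 3 have a seed word, and Nrxn2 has none. Of 31 postsynaptic genes, the AMPA receptor subunits Gria3, with a seed word (−0.63, SE 0.07), and Gria2 (−0.24, SE 0.05) were lower and the scaffold Dlg2 was higher (0.44, SE 0.06), with 4 lower and 3 higher adjusted over the list alone. Of 28 voltage-gated channel genes 5 were lower and 1 higher, and 7 and 3 adjusted over the list alone. The sodium channel Scn3a (−0.44, SE 0.06) and the potassium channel Kcnq3 (−0.32, SE 0.06) fell, and the potassium channel Kcnh1 rose (1.13, SE 0.20). In the cytoskeleton list of 32 genes, the neuronal filament gene Ina was lower (−0.79, SE 0.05) and has a seed word, and the stathmin Stmn4 was higher (0.20, SE 0.06), the same count adjusted over the list alone. Calls ended for Gria2 without control 1 (limma, Benjamini-Hochberg adjusted p 0.0692) or control 2 (0.248), as it did with the GC and length trend removed, and for Stmn4 without control 1 (0.102), control 2 (0.324) or DcpS shRNA 2 (0.133). The call of Stmn4, at an adjusted p of 0.0498 in limma with Benjamini-Hochberg adjustment, also ended with TMM or library-total scaling, edgeR, limma-voom, DESeq2, the GC and length trend removed and the seed-word genes left out.

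Of 22 deep-layer neuron genes 4 were lower and 2 higher, and 6 and 4 adjusted over the list alone. The contactin Cntn6 was lower (−0.87, SE 0.16), as were the matricellular gene Ccn2 (−0.77, SE 0.17) and the thyroid hormone-binding gene Crym (−0.67, SE 0.15), and the sulfotransferase Hs3st4 was higher (0.31, SE 0.07). Of 19 interneuron genes 3 were lower and 1 higher, and 4 and 1 adjusted over the list alone. The transcription factors Prox1, with both seed words (−0.60, SE 0.13), and Maf (−0.54, SE 0.15) and the neuregulin receptor Erbb4 (−0.64, SE 0.17) were lower, and the neuropeptide Npy was higher at a low level of 2.02 CPM (1.13, SE 0.24). Among 12 Cajal-Retzius genes the transcription factor Nhlh2 was higher (0.60, SE 0.08), also 1 adjusted over the list alone. Calls ended for Ccn2 without control 2 (limma, Benjamini-Hochberg adjusted p 0.0823), Crym without control 2 (0.0939) and Hs3st4 without control 1 (0.154). They ended for Erbb4 without control 1 (limma, Benjamini-Hochberg adjusted p 0.104), control 2 (0.0602) or DcpS shRNA 2 (0.129), and for Maf without control 1 (0.0816), control 2 (0.182) or DcpS shRNA 1 (0.0846). DESeq2 did not call Ccn2, Crym or Hs3st4, and the calls of Erbb4 and Maf also ended with the GC and length trend removed, that of Maf with the seed-word genes left out too. DESeq2 called 0 of the interneuron genes, where limma had 6 at an unadjusted p under 0.05 and edgeR called 4.

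Among the processes closest to the enzyme, genes of mRNA decay, cap binding and the SMN complex gave few calls. The microRNA machinery gave more for its size, 3 of 13 genes with limma and 4 with edgeR. In the decapping and 5′-3′ decay list, 1 of 23 genes was lower, the exonuclease Xrn1 (−0.24, SE 0.06). In nonsense-mediated decay it was 1 of 17, the endonuclease Smg6 (−0.33, SE 0.08), and in cap binding and initiation 1 of 23, the helicase Eif4a2 (−0.20, SE 0.05), both with a seed word. These 3 counts were the same adjusted over the list alone. Of 13 microRNA machinery genes 3 were lower, 4 adjusted over the list alone: Ago4 (−0.37, SE 0.08) and Dicer1 (−0.22, SE 0.06), which have a seed word, and Tnrc6c (−0.26, SE 0.06). By limma 0 of 17 genes of 3′-5′ decay, 0 of 19 of deadenylation and 0 of 18 of the SMN complex passed, with 2, 7 and 3 at an unadjusted p under 0.05. Unblocked edgeR called 0, 1 and 0 of them and DESeq2 0 in each. DESeq2 also called 0 genes of decapping, nonsense-mediated decay and the microRNA machinery, and 1 of cap binding, so Xrn1, Smg6, Ago4, Dicer1 and Tnrc6c were not called there. With the GC and length trend removed, Xrn1, Smg6, Dicer1 and Tnrc6c lost their calls as well. Adjusted over the list alone, 3 deadenylation genes were lower and 1 higher, and 0 genes passed in the other 2 lists. Calls ended for Xrn1 without control 1 (limma, Benjamini-Hochberg adjusted p 0.0819), control 2 (0.140) or DcpS shRNA 2 (0.108), and for Smg6 without DcpS shRNA 2 (0.107). They ended for Eif4a2 without control 1 (limma, Benjamini-Hochberg adjusted p 0.253) or control 2 (0.209), Dicer1 without control 1 (0.0569) or control 2 (0.225), and Tnrc6c without control 1 (0.116) or DcpS shRNA 2 (0.0688).

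Stress and signalling lists did not pass camera in the main setting. Of 26 p53 and apoptosis genes 5 were higher and 0 lower, 6 adjusted over the list alone, among them Btg2, the kinase Plk3 (0.60, SE 0.12), the zinc finger gene Zmat3 (0.28, SE 0.07) and the BH3-only gene Hrk (0.25, SE 0.06). DESeq2 called 1 of the 5, and not Plk3, Zmat3 or Hrk. Of 28 integrated stress genes, the transcription factors Atf5 (0.40, SE 0.06) and Atf4 (0.20, SE 0.05) were higher, also 2 adjusted over the list alone. The chaperone Hsph1 was the 1 lower gene of 14 in the heat shock list (−0.20, SE 0.05), and the glycolytic enzyme Aldoc the 1 higher gene of 26 in the glycolysis and hypoxia list (0.21, SE 0.05), each also 1 adjusted over the list alone. Of 19 immediate early genes 3 were higher, with Jun at 0.29 (SE 0.07), and 2 lower, with Fosl2 at −0.42 (SE 0.07), and 5 and 3 adjusted over the list alone. Of 19 Wnt and Notch targets, Hey1 (0.30, SE 0.08) and Dtx1 (0.24, SE 0.06) were higher and Dtx4 lower (−0.63, SE 0.07), with 3 higher and 1 lower adjusted over the list alone. Both Dtx1 and Dtx4 have a seed word.

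Calls ended for Hrk without control 1 (limma, Benjamini-Hochberg adjusted p 0.242) and Zmat3 without control 1 (0.177) or DcpS shRNA 2 (0.0658). They ended for Atf4 without control 1 (limma, Benjamini-Hochberg adjusted p 0.320) or control 2 (0.121), Hsph1 without control 1 (0.324) or control 2 (0.107), and Aldoc without control 1 (0.132) or control 2 (0.205). They ended for Jun without control 2 (limma, Benjamini-Hochberg adjusted p 0.110), Dtx1 without control 2 (0.333), and Hey1 without control 1 (0.282) or DcpS shRNA 1 (0.0968). DESeq2 did not call Atf4, Hsph1, Jun, Dtx1 or Hey1. The calls of Atf4, Hsph1, Dtx1 and Hey1 also ended with the GC and length trend removed, and that of Hey1 with the seed-word genes left out. By limma 0 of 15 mitochondrially encoded genes, 0 of 54 ribosomal protein genes, 0 of 10 histone genes and 0 of 7 red blood cell genes passed, and 0 did so at an unadjusted p under 0.05, adjusted over the list alone, with edgeR or with DESeq2. The mean and median differed in sign for Cajal-Retzius cells (0.04 and −0.10), heat shock (−0.04 and 0.00) and histones (0.01 and −0.10). Camera gave up, up and down for these, and up for Wnt and Notch targets, whose mean and median were −0.05 and −0.03.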

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

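TMM scaling in limma, both other pseudocounts, leaving out seed-word genes and removing the GC and length trend were chosen after seeing the data. All 1048 called genes kept their sign in each setting in which they were tested. In each of them both libraries of one group lay above both of the other. Leaving out a library, another pseudocount or the replicate block could therefore not turn a sign, so this is no test of stability there. The Dcps change lay between −2.13 and −2.06 and stayed past the threshold in each setting that gave it. The count of changed genes was 978 with TMM, 1068 with upper-quartile and 1008 with library-total scaling, 1160 without a filter, 1077 with edgeR, 1046 with limma-voom and 964 with the GC and length trend removed. A minimum of 1.5-fold gave 250 changed, 47 higher and 203 lower, by its own construction. DESeq2 gave 415 changed, 124 higher and 291 lower; the cause was not tested, and it left 18375 genes without an adjusted p. Leaving out 1 library gave 747 to 1745 changed, 277 to 637 higher and 470 to 1108 lower, lowest without control 2 and highest without DcpS shRNA 1, and 8 to 15 lists; the lone library of a group was then assumed to vary like the other group. The Dcps change ranged from −2.13 to −2.06 in these fits. Without seed-word genes, 402 were lower and 316 higher among 17104 tested. Aqp1, Atp5o, Dbi, Hey1, Maf and Stmn4 lost their calls there although none of them has a seed word. Their adjusted p-values with all genes already lay between 0.0437 (Maf) and 0.0498 (Stmn4; limma, Benjamini-Hochberg). These losses show nearness to the threshold, not an effect of the words on these genes. With an estimated correlation, at 2 residual degrees of freedom, or with fry, 0 lists passed. The median of the mitochondrially encoded list ran from −0.0781 without DcpS shRNA 2 to 0.0795 without DcpS shRNA 1, where the list turned up (camera, Benjamini-Hochberg adjusted p 0.000178). That of the glycolysis and hypoxia list ran from −0.0791 without DcpS shRNA 2, where it turned down (camera, Benjamini-Hochberg adjusted p 0.0037), to 0.128 without DcpS shRNA 1; neither passed with all libraries, and the cause was not tested. Of the 99 named genes that passed, 60 kept their call without each library in turn, DESeq2 kept 61, and 84 kept it with the GC and length trend removed.

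The replicate block gave 1626 changed, 646 higher and 980 lower genes and 11 lists with limma, and 1385 genes with edgeR. Under it Fbn1 lost its call with limma and with edgeR, the upper-layer list lost its call (camera, Benjamini-Hochberg adjusted p 0.103), and the microRNA machinery and p53 lists passed (0.0443 each). Same-numbered samples deviated together with a correlation of only 0.04 across genes, the labels do not say what the numbers share, and there are 2 pairs, so the numbers were not taken as pairing. On simulated reads at these depths, 62% of 1.3-fold changes were recovered.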

Other observations

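Gene families were grouped by symbol and tested only after the gene calls were seen, and the tests of the leading word's reverse complement and of the fibroblast genes' words were set after that word was seen but before their own values. Of 38 collagen genes 17 were lower and 1 higher, with a median of −0.60, and the fall reached beyond fibrillar collagens to the basement membrane genes Col4a1 (−0.77) and Col4a2 (−0.69), the microfibril genes Col6a1 (−0.75) and Col6a3 (−0.87), and Col18a1 (−0.73). Col22a1 was higher (0.45). Of 11 laminin genes 5 were lower, with Lamb1 at −0.50. Among 17 chemokine genes 7 were lower, including Ccl20 (−2.81), Ccl11 (−1.60), Ccl2 (−1.27), Cxcl5 (−1.25) and Cxcl1 (−0.93), and Cxcl14 was higher (0.94). Ccl20, Ccl11, Ccl2, Cxcl5 and Cxcl14 averaged under 5 CPM, the minimum set for the largest changes named above, so their fold changes rest on few reads. Of 66 protocadherins 9 were lower and 2 higher, and 6 of the 9 have a seed word in the 3′ UTR. Of the 9, Pcdhgb2, Pcdhgb4, Pcdhgb7, Pcdhga12 and Pcdhgc3 belong to the gamma cluster, whose members share 3′ exons, so their words and part of their reads are not independent. Of 8 families tested, each of these passed camera at its preset correlation (Benjamini-Hochberg adjusted p 7.45e-22, 0.00258, 0.00174 and 2.40e-05). Integrins (0.0160) and 380 Zfp zinc finger genes (0.00174, median −0.07) also passed (camera, Benjamini-Hochberg), and metalloproteinases (0.0939) and solute carriers (0.798) did not. With an estimated correlation the unadjusted p was 0.0459 for collagens, 0.277 for laminins, 0.268 for chemokines, 0.178 for protocadherins, 0.106 for integrins and 0.126 for Zfp genes. Adjusted over the 8 families it was 0.317 for each of these 6 (camera, Benjamini-Hochberg), so every call was lost there. With 2 residual degrees of freedom this test had little power. These family medians kept their sign with TMM, upper-quartile and library-total scaling. Rescaling moved them too little to turn a sign, from −0.0695 to −0.0625 for Zfp genes with upper-quartile scaling, so this is no test of stability.

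Many of the lower genes shared a short sequence. Of 15835 words of 7 bases in 3′ UTRs, ACGTGCA was the most associated with lower genes (z −17.2), followed by CACGTGC (−14.5), against −5.09 to 4.57 in 100 permutations of the genes. Of 504 genes with ACGTGCA, 137 were called lower (27.2%), and of 101 with ACGTGCAA, 41 (40.6%), against 3.68% of 11714 genes with neither word. ACGTGCA occurs once in the Dcps-201 transcript, in coding sequence of exon 6 of 6 (chromosome 9, 35124756 to 35124762, minus strand, GRCm38). Dcps was nonetheless marked with both words when genes were sorted by annotated 3′ UTR, and the fit without seed-word genes gave no Dcps value. The shRNA sequences are not given in the sources used here.

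That pattern bears on how many of the lower genes follow from DcpS. If the association came from a DNA motif near the genes, the reverse complement TGCACGT would be expected to show it too, and its z was −0.92, inside the range of the permutations. A candidate explanation is that the DcpS shRNA guide acts on other transcripts through its seed, as a microRNA does: this needed a leading word beyond the permutations that is also in Dcps, and −17.2 met it, although 8.22% of all words scanned occur in Dcps. How many of the lower genes it could cover is open: 68.1% of the scanned lower calls have neither word in the 3′ UTR, but 8.24% of the 971 genes with the shorter CGTGCA and neither word were lower too, and sites outside 3′ UTRs and indirect effects were not tested. An effect of DcpS loss itself also remains open and was not tested.

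Collagen and fibroblast genes were often lower, which a change in culture composition might also give. Direct seed matches do not cover them: of their 11 lower list members 9.09% had either word, against the 50% or more that this explanation needed. A smaller share of fibroblasts in the DcpS shRNA cultures was set to require a median under −0.40 among the list members whose values had not been looked at, and the 12 tested ones had a median of −0.42 (bootstrap SE 0.10), with 11 of them below 0. The margin is smaller than the error, Crabp2 lay at 0.49 without passing the test, and 1 member, Pdgfra, also marks the oligodendrocyte lineage. Another member, Col6a2 (−0.76), is a collagen and so part of the pattern. Without it the middle value was that of Lum, −0.37, short of the limit, so this test does not decide. Lower expression within the same fibroblasts, after DcpS loss or after a seed match in another gene, stays open and was not tested.

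GC content or transcript length could give correlated changes without a biological effect. After the trend of fold change on both was removed, 83.5% of the 1040 called genes with a transcript were still called, where under 50% was the prediction for this cause. The trend accounted for 1.21% of the variance of log2 fold changes. It therefore does not account for most calls, and other causes of the changes remain open.

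In the other direction, AAGAGCA was the word most associated with higher genes (z 6.39), with 4.82% of 2241 genes called higher against 2.47% of the genes without it, and its reverse complement had z 0.49.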
